# Gene expression profiling of the olfactory tissues of sex-separated and sex-combined female and male mice

**DOI:** 10.1038/sdata.2018.260

**Published:** 2018-12-04

**Authors:** Stephen W. Santoro, Susanne Jakob

**Keywords:** Olfactory receptors, Sexual dimorphism, Transcriptomics

## Abstract

Olfactory experience can alter the molecular and cellular composition of chemosensory neurons within the olfactory sensory epithelia of mice. We sought to investigate the scope of cellular and molecular changes within a mouse’s olfactory system as a function of its exposure to complex and salient sets of odors: those emitted from members of the opposite sex. We housed mice either separated from members of the opposite sex (sex-separated) or together with members of the opposite sex (sex-combined) until six months of age, resulting in the generation of four cohorts of mice. From each mouse, the main olfactory epithelium (MOE), vomeronasal organ (VNO), and olfactory bulb (OB) were removed and RNA-extracted. A total of 36 RNA samples, representing three biological replicates per sex/condition/tissue combination, were analyzed for integrity and used to prepare RNA-seq libraries, which were subsequently analyzed via qPCR for the presence of tissue- or sex-specific markers. Libraries were paired-end sequenced to a depth of ~20 million fragments per replicate and the data were analyzed using the Tuxedo suite.

## Background & Summary

Sensory activity plays an important role in guiding the development of the nervous system, in part through activity-dependent changes in gene expression^1–3^. In the olfactory system, activity mediates the formation and the refinement of connections between olfactory sensory neurons (OSNs) located in the MOE and postsynaptic neurons in the OB^4–8^, as well as the relative abundance of OSNs that express specific olfactory receptor (OR) genes^9–15^. The latter changes appear to occur *via* alterations in the turnover rates of specific OSNs, which are continually born and replaced throughout life^16,17^. Like OSNs, Vomeronasal sensory neurons (VSNs) also undergo turnover throughout life^17^, suggesting that the abundance of VSN subtypes may have a similar capacity for experience-dependent changes. Activity-dependent changes to the representation of chemosensory neurons have been hypothesized to play a role in adapting an individual’s olfactory system to the detection and/or discrimination of salient odors, which may vary from one olfactory environment to another^11^.

The datasets described here were generated to enable investigation of the scope of molecular and cellular changes that occur within the olfactory system as a function of mouse exposure to odors from the opposite sex for a prolonged time period. Mouse odors are complex mixtures of volatile and non-volatile chemicals derived from skin secretions and substances such as urine, tears, saliva, and feces that are known to differ substantially between males and females^18–27^ and activate distinct subsets of OSNs and VSNs^18,20,21,28–35^. Because male and female mice emit distinct odor profiles, we predicted that sex-separated males and females would have distinct olfactory experiences and would thus display differences in their profiles of olfactory sensory neuron subtypes and gene expression. In contrast, sex-combined male and female mice would be expected to have more similar olfactory experiences and would thus display fewer differences in their profiles of OSN/VSN subtypes and gene expression.

To generate the datasets described here, we housed male and female mice either separated from members of the opposite sex (sex-separated) or combined with members of the opposite sex (sex-combined) from the time of weaning until six months of age (Fig. 1). We then dissected the MOE, VNO, and OB tissues from a total of 36 mice (six mice per sex/condition/tissue combination) and extracted the RNA from each tissue. We generated a total of 108 RNA samples, which were combined in groups of 3 to generate a total of 36 pooled-RNA samples, with each sex/condition/tissue combination represented by three biological replicates. The integrity of each of the 36 pooled-RNA samples was analyzed and each sample was used for the generation of a stranded RNA-seq library. Libraries were analyzed by quantitative PCR (qPCR) for the presence or absence of tissue- and sex-specific markers and then paired-end sequenced to generate a total of approximately 20 million sequence pairs per library. Sequences were aligned to the mouse genome and gene expression was quantified using the Tuxedo suite^36^. Further analyses of the data, including assessment of the effects of sex separation on chemosensory neuron abundance and overall gene expression, have been published in a separate manuscript^37^.

## Methods

These methods represent an expanded version of some of the methods described in our related work^37^. All procedures involving animals were carried out in accordance with NIH standards and approved by the University of Wyoming and Harvard University Institutional Animal Care and Use Committees (IACUC).

### Preparation of olfactory tissues from sex-separated and sex-combined mice

C57Bl/6 mice were subjected to either sex-separated (SF and SM samples) or sex-combined (CF and CM samples) conditions, in which animals were housed four females per cage (SF), four males per cage (SM), or two females and two males per cage (CF and CM) from weaning (postnatal day 21) until 6 months of age (Fig. 1). At the time of weaning, SF and SM cages were transferred to rooms containing only mice of the same sex to avoid exposure to opposite-sex odors from cages in the same room. Pups born in the sex-combined cages were euthanized within one day of birth to minimize exposure to pup odors. At 6 months of age, mice were sacrificed and MOE, VNO, and OB tissues were dissected as described^11^. Briefly, dissections were performed as follows: Using strong scissors, mice were decapitated and the bottom jaw was removed, along with and the skin, soft tissue, front teeth, and palate. Using fine scissors, the cranium was cut down the midline above the brain from the brainstem to the OB. Following removal of the dorsal and lateral cranial bones, including the bones surrounding the OB, the brain and OB were carefully lifted from the cranium and the OB was separated from the brain with a scalpel. The whole VNO was obtained by breaking the vomer bone with forceps and carefully lifting the vomer bone and attached VNO from the ventral nasal cavity. Finally the MOE was obtained by removing the dorsal and lateral bones surrounding the MOE and carefully lifting it from the dorsal nasal cavity. Immediately following dissection, each tissue was placed in a sterile microcentrifuge tube, flash-frozen on dry ice, and stored at −80 °C until RNA extraction.

### RNA-seq analysis

For each combination of tissue (MOE, VNO, OB), sex (F, M), and condition (sex-separated [S], sex-combined [C]), six individual RNA samples were prepared from six individual tissue samples (from 6 individual mice) *via* mechanical homogenization in Trizol Reagent (Life Technologies) following the manufacturer’s protocol, resulting in a total of 108 RNA samples (Fig. 1). Trizol-purified RNA samples were quantified using a NanoDrop instrument (ThermoFisher Scientific). Equal quantities of three samples of the same sex/condition/tissue were combined and further purified using an RNeasy Plus Mini Kit (Qiagen) to generate 36 samples, representing three biological replicates per combination of sex/condition/tissue. Integrity of the RNA was analyzed using a 2100 Bioanalyzer (Agilent) (Fig. 2; Table 1).

Using the TruSeq Stranded Total RNA with Ribo-Zero Gold Kit (Illumina), each RNA sample was depleted of ribosomal RNA and used to prepare an RNA-seq library tagged with a unique barcode. Library identity and quality were confirmed *via* quantitative PCR (qPCR) analysis using primers specific for genes expressed in the MOE (*Cnga2*: TCTGTTGGTAGCCAGAGCCT and AGCCCTTGTTCTAGGAAGCC), VNO (*Vmn1r51*: TGAGAACAGCAGGGTACACA and TGAATGCCATGACCAGTAGC), and male tissues (*Utyl*: GGTTCAGTGCACTTGCCTTT and TGATCCCTAGCTACTTGTCTGTTTT) (Fig. 3). Libraries were quantified using a Qubit instrument (ThermoFisher Scientific). Libraries were paired-end sequenced (2 × 50 bases) to a depth of ~40 million reads/sample (~20 million paired-end fragments/replicate; Table 2) using a HighSeq 2000 instrument (Illumina). Sequencing for each sample was split between two lanes, resulting in the generation of four FASTQ files (Lane 1 R1, Lane 1 R2, Lane 2 R1, and Lane 2 R2) per sample. FASTQ files were analyzed for quality using FASTQC (Fig. 4; Andrews S. (2010). FastQC: a quality control tool for high throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). For each library, Read 1 (R1) FASTQ files from Lanes 1 and 2 were merged and Read 2 (R2) FASTQ files from Lanes 1 and 2 were merged, resulting in a single R1 FASTQ file and a single R2 FASTQ file for each library. Merged R1 and R2 FASTQ files were analyzed using the Tuxedo suite^36^ on the Galaxy platform (https://usegalaxy.org)^38^. For each sample, sequence pairs were aligned to the genome using Tophat2^39^, resulting in concordant alignments for ~80% of the read pairs (Table 2). Analyses of gene expression levels and differential expression were performed using Cufflinks and Cuffdiff, respectively^36^. 

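The 36 RNA-seq libraries came from 3 tissues, with 12 libraries each, and in each tissue from 4 groups of 3 libraries: sex-separated females (SF), sex-separated males (SM), sex-combined females (CF) and sex-combined males (CM). Each library was made from total RNA pooled from several mice after depletion of ribosomal RNA, so that each replicate is a pool and not a single mouse. The paper gives 3 mice per pool, while the sample labels give 2, and the number of mice per group is 9 in Fig. 1 and 6 in the methods. Pups were weaned at postnatal day 21 and tissues were taken at 6 months of age. Read pairs of 50 bases per end from 2 lanes were merged, aligned with TopHat2 and quantified with Cufflinks by the authors, who deposited for each library the FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of each RefSeq transcript at each locus, with confidence limits. The loci carry the coordinates of the mouse build mm9, which the text of the paper does not name. The MOE tables list more transcript loci than the VNO and OB tables, so that levels set across tissues come from slightly different annotations.
Table 2 of the paper lists between 10569714 and 23754542 aligned pairs per library. The deposited values are not counts, and the number of fragments behind each FPKM was estimated from the width of its 95% confidence limits. The estimated fragments on listed transcripts summed to between 3016524 and 5902159 per library in MOE (median 5323147), between 3373400 and 6779893 in VNO (median 5500980) and between 3592962 and 6437263 in OB (median 6012839). The lowest sum in MOE was that of the library MOE-CM3, in which 63.6% of pairs aligned concordantly against 82.6% to 89.5% in the other 11 MOE libraries. FPKM values were summed by gene symbol, which gave 24748 genes in MOE and 24739 genes in VNO and OB, and 6, 2 and 2 genes with an entry that Cufflinks had not marked as successful were left out. Female and male libraries were compared on log2(FPKM + 0.5) with limma for genes with a mean FPKM of at least 0.5 over the 12 libraries of a tissue. Of the genes tested, 180 in MOE, 196 in VNO and 196 in OB were listed at an FPKM of 0 in at least 1 library although the median of their libraries above 0 was at least 1. Such genes are reported here as listed at 0, without a fold change, since 87.8%, 86.2% and 87.2% of them overlap the locus of another gene, against 20.0%, 21.2% and 21.6% of the other genes tested. Cuffdiff tests read alignments, which the deposited FPKM values do not include, so its calls were not repeated here.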

The correlation of FPKM values between biological replicates was analyzed pairwise (Fig. 5). 

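In MOE, 13771 genes were tested, of which 13337 lie outside chromosomes X and Y. Between SF and SM libraries, 7 of these had an adjusted p-value under 0.05 in limma's moderated test with Benjamini-Hochberg adjustment, 2 with higher and 5 with lower values in females, and 553 had an unadjusted p under 0.05. Between CF and CM libraries, 1 gene had an adjusted p under 0.05 and 224 an unadjusted p under 0.05. The difference between the female-male differences under the 2 housings, tested as an interaction, passed the threshold for 4 genes (623 at an unadjusted p under 0.05). In VNO, 13864 genes were tested, of which 13424 lie outside X and Y, and 4 genes were called between SF and SM (1178 at an unadjusted p under 0.05), 0 between CF and CM (515) and 0 for the interaction (711). In OB, 12808 genes were tested, of which 12353 lie outside X and Y, and 0 genes were called between SF and SM (558), 1 between CF and CM (697) and 1 for the interaction (508). Without any difference, 5% of genes would have an unadjusted p under 0.05. The shares in the same order were 4.15%, 1.68% and 4.67% in MOE, 8.78%, 3.84% and 5.30% in VNO, and 4.52%, 5.64% and 4.11% in OB. Most lay near or below 5%, and unadjusted counts at that level do not show differences. On chromosomes X and Y, 6, 6 and 5 genes were called between SF and SM in MOE, VNO and OB, and 5, 6 and 5 between CF and CM, among them Xist and Ddx3y. Library weights estimated by limma moved the count of MOE genes between SF and SM most, from 7 to 1711, with weights between 0.0503 and 5.61 for single libraries. Without the SM replicate 1 library, no VNO gene was called between SF and SM (0 against 4).
The gene 2310057J18Rik, on chromosome 10 of mm9 from 28692094 to 28706112, had lower values in females under both housings in MOE. Its FPKM was 45.3 ± 8.90 (SD, n = 3 pools) in SF and 223 ± 53.5 in SM libraries, a log2 change of -2.28 (standard error 0.275, adjusted p = 0.000502 from limma), and 47.7 ± 8.97 in CF and 303 ± 83.8 in CM libraries, a log2 change of -2.63 (standard error 0.275, adjusted p = 7.95e-05 from limma). All 6 female libraries lay below all 6 male libraries, and with each library left out in turn the adjusted p stayed at or below 0.0106 in the first comparison. Crisp1, on chromosome 17 from 40430707 to 40456156, was higher (92.001 ± 20.9) than in SM libraries (18.2 ± 3.28), with a log2 change of 2.29 (standard error 0.311, adjusted p = 0.00207 from limma; higher in 3 of 3 SF than in all SM libraries). Without SF replicate 2, the library with the highest Crisp1 value, the log2 change was 2.14 and the adjusted p 0.0422. Between CF (76.1 ± 29.9) and CM (36.7 ± 12.2), its adjusted p was 1. Bbof1, on chromosome 12 from 85750018 to 85774730, was listed at 0 in the 3 SM libraries and at 3.14, 2.95 and 3.27 FPKM in the SF libraries (adjusted p = 1.71e-08 from limma), and its interaction with housing had an adjusted p of 1.67e-05, with values of 2.95, 2.80 and 2.72 in CF and 3.72, 2.91 and 2.14 in CM libraries. Its locus overlaps that of Aldh6a1, whose FPKM was higher in the same SM libraries (23.4, 23.3 and 23.8) than in all other MOE libraries. The others had 21.6 to 21.8 in SF, 18.5 to 19.5 in CF and 11.9 to 22.5 in CM. Rbm14 was listed at 0 in all 3 SF and in 2 CM libraries and lies within the locus of Gm21992 (adjusted p of the interaction 0.00605). Of the other MOE genes called, Mir682, Scamp3 and Oxsm were also listed at 0 in some libraries, and H2ac7 rested on 2 to 6 fragments per SF library.
In VNO, the 4 genes called had lower values in all 3 SF than in all 3 SM libraries, a separation that 10% of genes show by chance in either direction. The FPKM of Sel1l3 was 9.11 ± 0.660 in SF and 14.4 ± 0.728 in SM libraries (log2 change -0.64, standard error 0.0780, adjusted p = 0.00792 from limma). The values of Vmn1r89, a vomeronasal receptor gene with close paralogs, were 8.81 ± 0.551 and 15.5 ± 1.51 (log2 change -0.78, standard error 0.108, adjusted p = 0.0245). Egr1 had 1.65 ± 0.439 and 3.52 ± 0.253 (log2 change -0.92, standard error 0.133, adjusted p = 0.0290), and Gad1, named after its values were seen, 0.762 ± 0.196 and 1.77 ± 0.0730 (log2 change -0.86, adjusted p = 0.0298). When limma was fitted to only the 6 SF and SM libraries, the adjusted p-values of these 4 genes were 0.120, 0.0962, 0.330 and 0.276. Between CF and CM libraries, the log2 changes were -0.50 for Sel1l3, -0.48 for Vmn1r89, 0.24 for Egr1 and -0.46 for Gad1. For Sel1l3, Vmn1r89 and Gad1, but not Egr1, all 3 CF libraries also lay below all 3 CM libraries. Their adjusted p-values were 0.0652, 0.441 and 0.777 from limma. The interaction with housing had adjusted p-values of 0.895, 0.895, 0.730 and 0.895 for Sel1l3, Vmn1r89, Egr1 and Gad1. A difference between the housings was thus neither shown nor excluded for these 4 genes. The gene called in OB, Mir6516, was listed at 0 in the 3 CF libraries and at 166, 116 and 86.4 FPKM in the CM libraries, from at most 7 fragments per library. It lies within the locus of another gene, Snhg20.
Among 635 olfactory receptor (Olfr) genes tested in MOE, 0 were called over all genes tested and 2, Olfr912 and Olfr1295, when p-values were adjusted over the list alone between SF and SM, against 0 and 0 between CF and CM, with 61 and 26 at an unadjusted p under 0.05. Olfr912 was higher in 3 of 3 SF libraries than in all SM libraries (log2 change 0.997, adjusted p = 0.0286 over the list alone and 0.0506 over all genes, from limma). For the interaction with housing, 1 Olfr gene, also Olfr912, was called over the list alone (log2 1.38, adjusted p = 0.0419, and 0.130 over all genes, from limma), with 45 at an unadjusted p under 0.05. Among 167 vomeronasal receptor (Vmn1r and Vmn2r) genes in VNO, 1 was called over all genes tested and 2 when adjusted over the list alone between SF and SM, 0 and 3 between CF and CM, and 0 and 0 for the interaction, with 23, 19 and 9 at an unadjusted p under 0.05. Over the list alone, these were Vmn1r89 and Vmn1r31 between SF and SM, and Vmn2r49, Vmn2r74 and again Vmn1r89 between CF and CM. Receptor genes have close paralogs between which Cufflinks can divide reads. The root mean square female-male difference over the Olfr genes was 0.309 (log2) in sex-separated and 0.254 in sex-combined MOE libraries, a ratio of 1.22 (one-sided exact permutation test over 100 pairs of splits, p = 0.07, where 0.01 is the smallest p possible). The real split ranked 3 of 10 by size in the sex-separated and 9 of 10 in the sex-combined libraries, so that 2 splits that mix the sexes gave a larger difference than SF against SM, and the ratio owes much to a low sex-combined value. These ranks depend on the setting. With quantile normalization they were 1 and 6 (ratio 1.16, p = 0.07 in the exact test), and without MOE-SF2 they were 1 and 9. Over the vomeronasal receptor genes in VNO the values were 0.248 and 0.226, a ratio of 1.10 (p = 0.49 from the same exact test). For these genes the real split ranked 1 of 10 under both housings, and with 10 splits a share under 0.1 cannot be reached. With each library left out, the ratio for Olfr genes ranged from 0.893 without MOE-CM3 (p = 0.6 in the exact test) to 1.44 without MOE-SF2 (p = 0.02). It was 1.29 without MOE-SF1 and 1.09 without MOE-CF2 (p = 0.04 each in the exact test). A group of 2 libraries has a noisier mean, which by construction raises the root mean square on its side. All ratios without a sex-separated library were above 1.22, and all without a sex-combined library were below it. The direction of these changes is therefore no evidence about single libraries. The exact test, whose splits keep the reduced group sizes, still moved across 0.05 with single libraries. The paper predicted fewer differences between the sexes in sex-combined than in sex-separated mice, because the former would have more similar olfactory experiences.

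**Figure D1:**
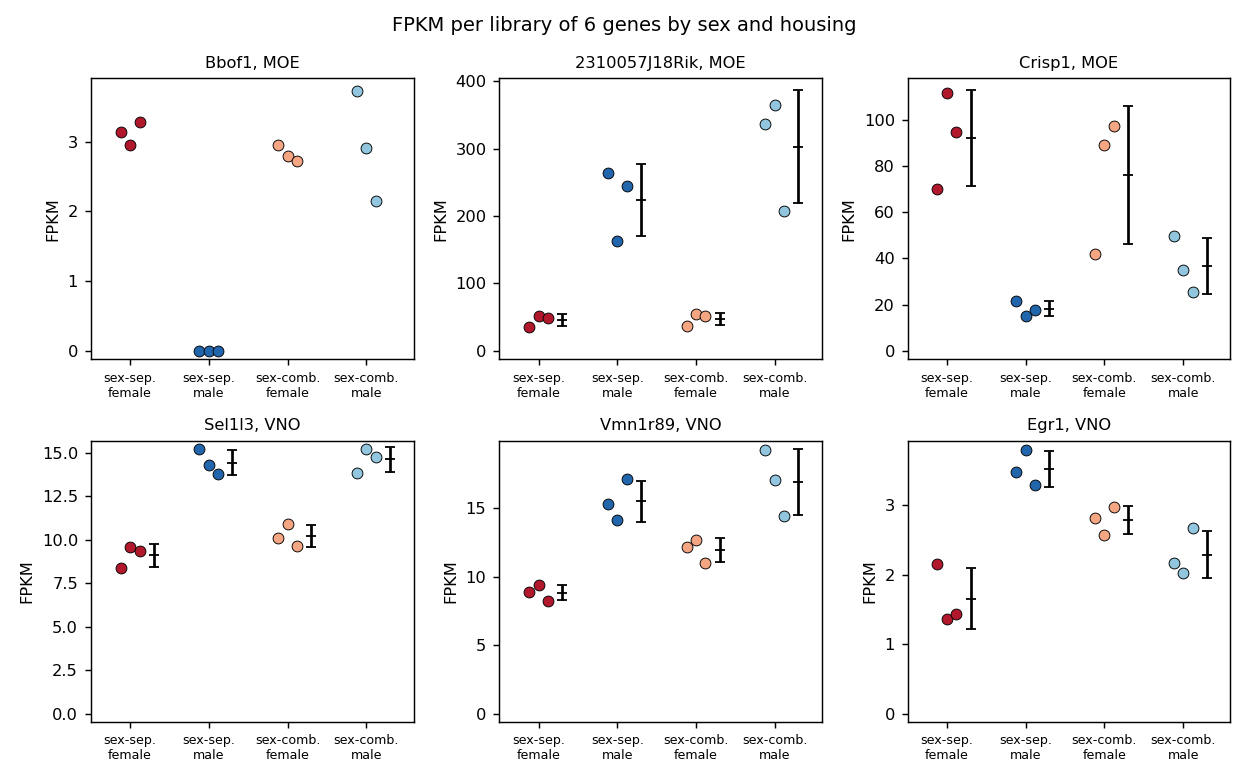
FPKM (vertical axis, linear) of 3 genes in MOE and 3 genes in VNO, with 1 point per library and 3 libraries per sex and housing; bars show the mean and SD of each group, except for Bbof1, which is listed at 0 in the 3 sex-separated male libraries. In 2310057J18Rik, all 6 male libraries lie above all 6 female libraries.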

Significance testing for differential expression was performed on all genes with a minimum alignment count of 5 fragments.

## Data Records

RNA-seq data files in FASTQ format were deposited at NCBI Sequence Read Archive (Data Citation 1). This accession contains a total of 144 FASTQ files resulting from paired-end sequencing for each of the 36 samples on two lanes. The FASTQ data were used to generate FPKM values for each sample. The processed data were deposited at NCBI Gene Expression Omnibus (Data Citation 2).

## Technical Validation

### Validation of RNA samples

Following the extraction, pooling, and purification of RNA samples and prior to their use in RNA-seq library preparation, the integrity of all 36 samples was analyzed using an Agilent 2100 Bioanalyzer. This analysis revealed RNA integrity number (RIN) values of at least 8.3, 7.3, and 8.8 for each of the MOE, VNO, and OB samples, respectively (Fig. 2, Table 1). These values were deemed satisfactory for RNA-seq library preparation using the TruSeq Stranded Total RNA kit.

### Validation of RNA-seq libraries

Prior to sequencing, all libraries were analyzed by qPCR for the presence (or absence) of the following gene markers: *Cnga2*, a gene expressed in MOE but not VNO or OB tissues, *Vmn1r51 (V1ra1)*, a gene expressed in VNO but not OB or MOE tissues, and *Utyl*, a gene expressed in male but not female tissues. This analysis revealed that *Cnga2* expression was detected only in the MOE libraries, *Vmn1r51* expression was detected only in the VNO libraries, and *Utyl* expression was detected only in the male libraries (Fig. 3).

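The FPKM values from the sequenced libraries give the level of the same marker genes. Cnga2 encodes a subunit of the channel through which olfactory sensory neurons respond to odors and lies on chromosome X of mm9 from 69237188 to 69255557. It had between 131 and 259 FPKM in the 12 MOE libraries (214 ± 36.9, SD, n = 12), from at least 5872 estimated fragments per library. Its value was 2.18 ± 1.02 in the 12 VNO libraries and 0.602 ± 0.167 in the 12 OB libraries, with at least 18.9 fragments in each, and all 24 libraries of these tissues had an FPKM of at least 0.1, while 10 of them had at least 1. The difference in mean log2(FPKM + 0.5) between MOE and the other libraries was 6.998 (two-sided permutation test, p = 2e-05, the smallest p that 100000 resamples can give). Vmn1r51, a vomeronasal receptor gene on chromosome 6 from 90072637 to 90080639, had 3.69 ± 0.739 FPKM in VNO (between 2.07 and 4.55, from 96 to 207 fragments per library). It was listed at 0 in 22 of the 24 MOE and OB libraries and at 0.0257 and 0.0724 in the other 2, MOE-SM1 and OB-SM1, from 1 and 1.99 fragments, fewer than the 3 fragments taken as the lowest level (0.0612 to 0.109 FPKM, depending on the library). The difference in mean log2(FPKM + 0.5) was 3.03 (two-sided permutation test, p = 2e-05, again the smallest possible). Uty, taken here as the gene that the paper calls Utyl, lies on chromosome Y from 433587 to 582202. It had between 4.92 and 9.86 FPKM in the 18 male libraries and at most 0.0265 in the 18 female libraries, of which 14 were listed at 0 and 4 rested on at most 1.33 fragments. The difference was 3.73 on the same scale (two-sided permutation test, p = 2e-05, the smallest possible). The tests of all 3 marker genes permuted the libraries as independent samples, although the 3 tissues were taken from the same mice. Their p-values therefore do not rest on that many independent samples. With a pseudocount of 0.1 in place of 0.5, the 3 differences were 7.47, 5.17 and 5.92. As further checks of sex, Xist had between 11.8 and 23.2 FPKM in the 18 female libraries and at most 0.0793 in the 18 male libraries, while Ddx3y had at least 6.56 in males and at most 0.0209 in females. Omp, which olfactory and vomeronasal sensory neurons both express, had 983 ± 149 FPKM in MOE, 101 ± 12.5 in VNO and 35.1 ± 4.38 in OB. The FPKM values of MOE were computed from a slightly longer transcript list than those of VNO and OB.

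**Figure D2:**
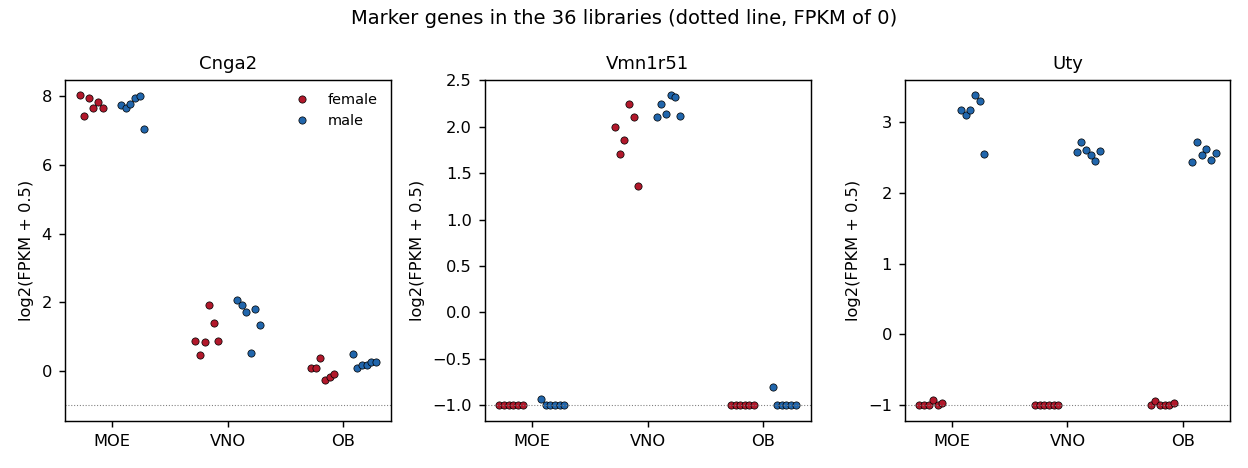
log2(FPKM + 0.5) of Cnga2, Vmn1r51 and Uty in each of the 36 libraries by tissue, with 1 point per library, female libraries in red and male libraries in blue; the dotted line at -1 marks an FPKM of 0. Cnga2 lies above the dotted line in all VNO and OB libraries, while Vmn1r51 and Uty lie at or next to it outside VNO and in females.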

### Validation of sequencing data and alignments

FASTQ files obtained from Illumina sequencing were analyzed for quality using FASTQC (Andrews S. (2010). FastQC: a quality control tool for high throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). This analysis revealed that the raw sequence data was of high quality (Fig. 4). Alignment of the libraries resulted in an average of 90.1% of reads aligned to the mouse genome and 81.9% of pairs aligned concordantly (Table 2). Analysis of the sequenced libraries using the CollectInsertSizeMetrics tool (http://broadinstitute.github.io/picard/) revealed a mean insert size for all libraries of 167 bp. (Table 2; Fig. 4). Following Cufflinks determination of gene expression values (FPKM) for each gene in each library, the pairwise correlation of FPKM values between biological replicates were analyzed (Fig. 5). This analysis revealed mean Pearson correlation coefficients (*r*) of 0.97, 0.96, and 0.97 for the MOE, VNO, and OB replicates, respectively (Fig. 5).

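The correlation between replicates was computed across transcript loci on log2(FPKM + 1), since the legend of Fig. 5 names log2-transformed FPKM values and the text gives no pseudocount. Each tissue has 12 pairs of replicates, 3 in each of the 4 groups. The mean Pearson r was 0.942 ± 0.00556 (SD over the 12 pairs) in MOE, 0.940 ± 0.00468 in VNO and 0.946 ± 0.00413 in OB. Transcript loci are not independent replicates, and pairs that share a library are not independent either, so no test was made. The lowest mean r among the groups was that of SF in VNO (0.934), and the lowest single pair was MOE-CM1 with MOE-CM3 (0.930). The highest pair, at 0.952, was between CM replicates in OB. The 54 pairs of libraries from different groups of a tissue had a mean r of 0.939 in MOE, 0.940 in VNO and 0.946 in OB, so that replicates of a group were about as similar to one another as to libraries of the other groups. The choice that moved the value most was untransformed FPKM in MOE, with a mean r of 0.833 ± 0.0858. Loci with an FPKM of 0 in either library weighed on the correlation, and over loci above 0 in both libraries the mean r was 0.980 in MOE, 0.977 in VNO and 0.984 in OB. Summed to genes, a setting added after the data were seen, the mean r was 0.981, 0.977 and 0.981. Leaving out replicate 1, 2 or 3 of all groups kept the mean r between 0.941 and 0.943 in MOE, 0.938 and 0.941 in VNO, and 0.945 and 0.947 in OB. The paper reports the pairwise correlations of biological replicates among its technical analyses of the sequenced libraries.

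**Figure D3:**
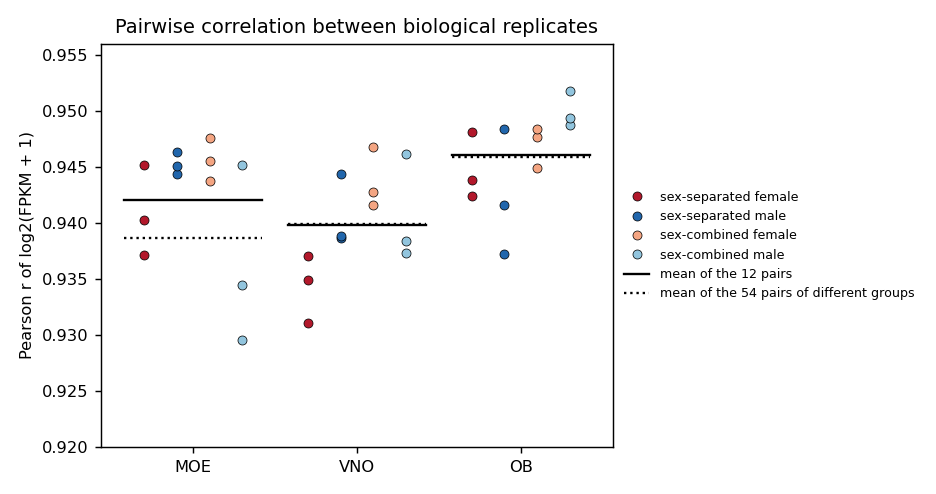
Pearson r of log2(FPKM + 1) across transcript loci for each pair of biological replicates, by tissue and group, on a vertical axis that starts at 0.92; solid lines are the mean of the 12 pairs and dotted lines the mean of the 54 pairs of libraries from different groups. In VNO and OB both lines nearly coincide.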

## Additional information

**How to cite this article**: Santoro, S. W. *et al.* Gene expression profiling of the olfactory tissues of sex-separated and sex-combined female and male mice. *Sci. Data*. 5:180260 doi: 10.1038/sdata.2018.260 (2018).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
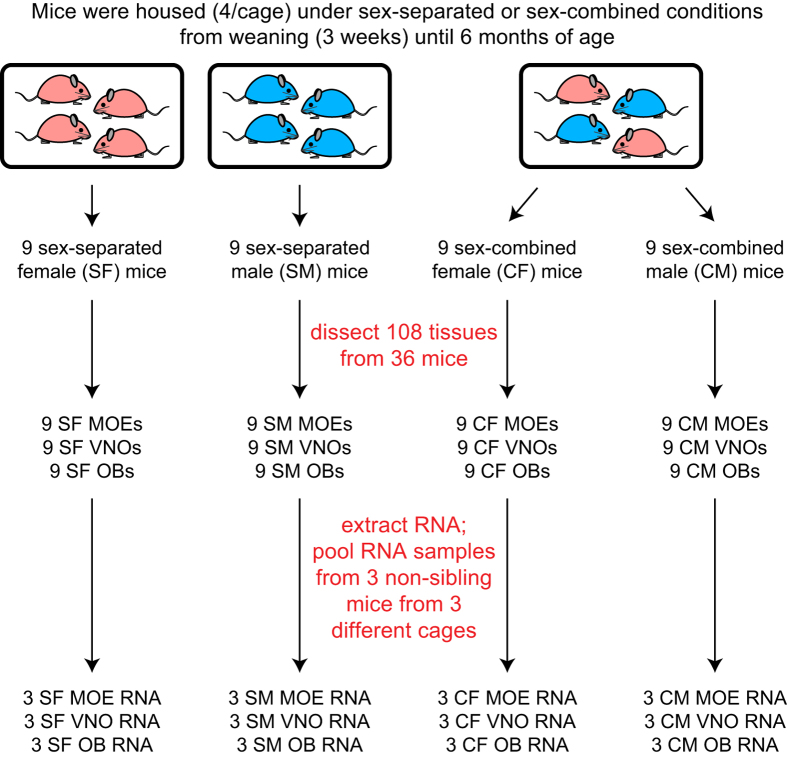
Experimental design. From weaning (P21) until 6 months of age, mice experienced either a sex-separated environment, in which they were housed either 4 females/cage (SF mice; *left*) or 4 males/cage (SM mice; *middle*), or a sex-combined environment (CF and CM mice; *right*), in which they were housed 2 females + 2 males/cage. MOE, VNO, and OB tissues were dissected from each of 9 mice per sex/condition combination, resulting in a total of 108 tissue samples. RNA was extracted from each tissue sample and pooled in groups of 3, resulting in 36 RNA samples (3 biological replicates per sex/condition/tissue combination), and used to generate RNA-seq libraries.

**Figure 2:**
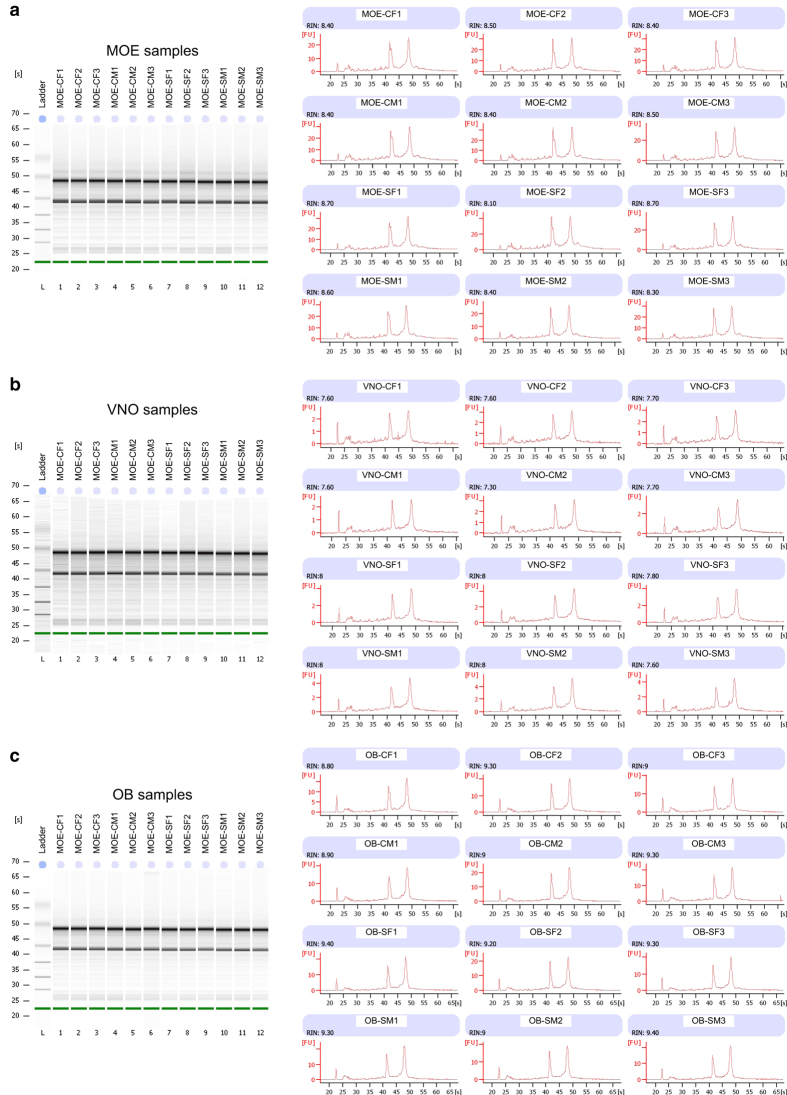
RNA integrity analysis. The integrity of (**a**) MOE, (**b**) VNO, and (**c**) OB samples was analyzed using an Agilent Bioanalyzer 2100 instrument. RNA integrity number (RIN) values for all samples are listed in Table 1.

**Figure 3:**
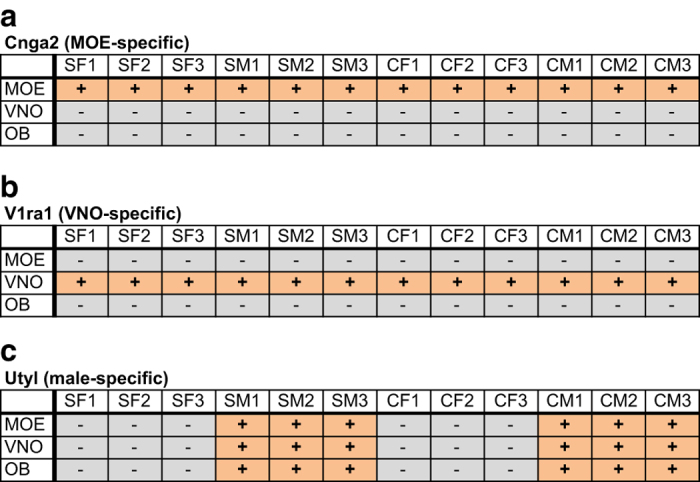
qPCR validation of RNA-seq libraries. Libraries were analyzed by qPCR for the presence (+) or absence (−) of (**a**) *Cnga2*, a gene expressed in MOE but not VNO or OB tissues, (**b**) *Vmn1r51*, a gene expressed in VNO but not OB or MOE tissues, and (**c**) *Utyl*, a gene expressed in male but not female tissues.

**Figure 4:**
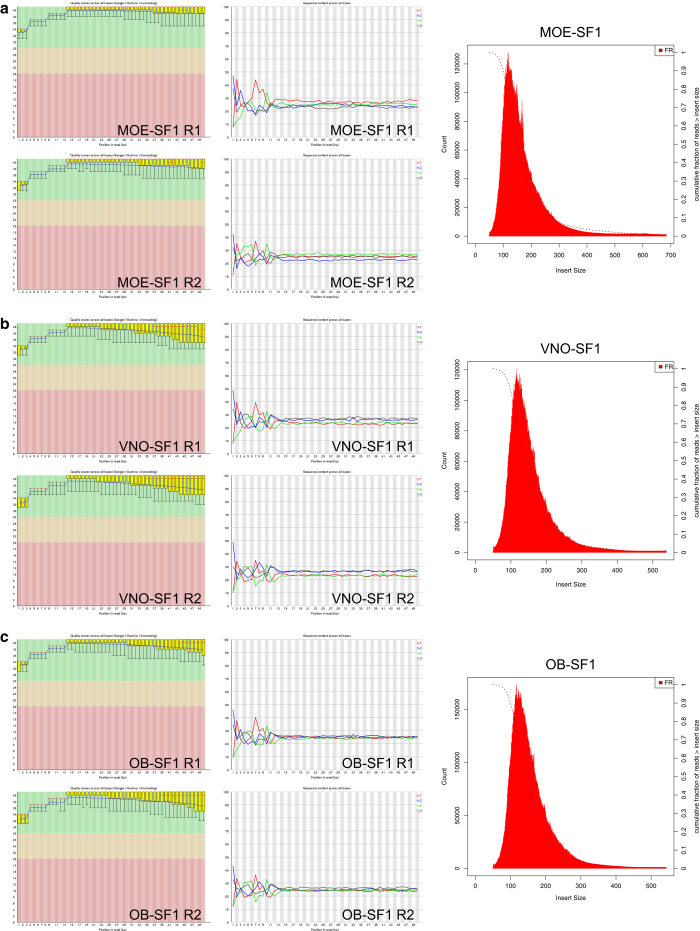
Analysis of library sequence quality and insert lengths. (*Left*) Per base quality and (*middle*) per base sequence analyses from FASTQC (Andrews S. (2010). FastQC: a quality control tool for high throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). (*Right*) Insert length analyses from the CollectInsertSizeMetrics tool (http://broadinstitute.github.io/picard/). Figures are for analysis of the MOE-SF1, VNO-SF1, OB-SF1 samples, which were representative.

**Figure 5:**
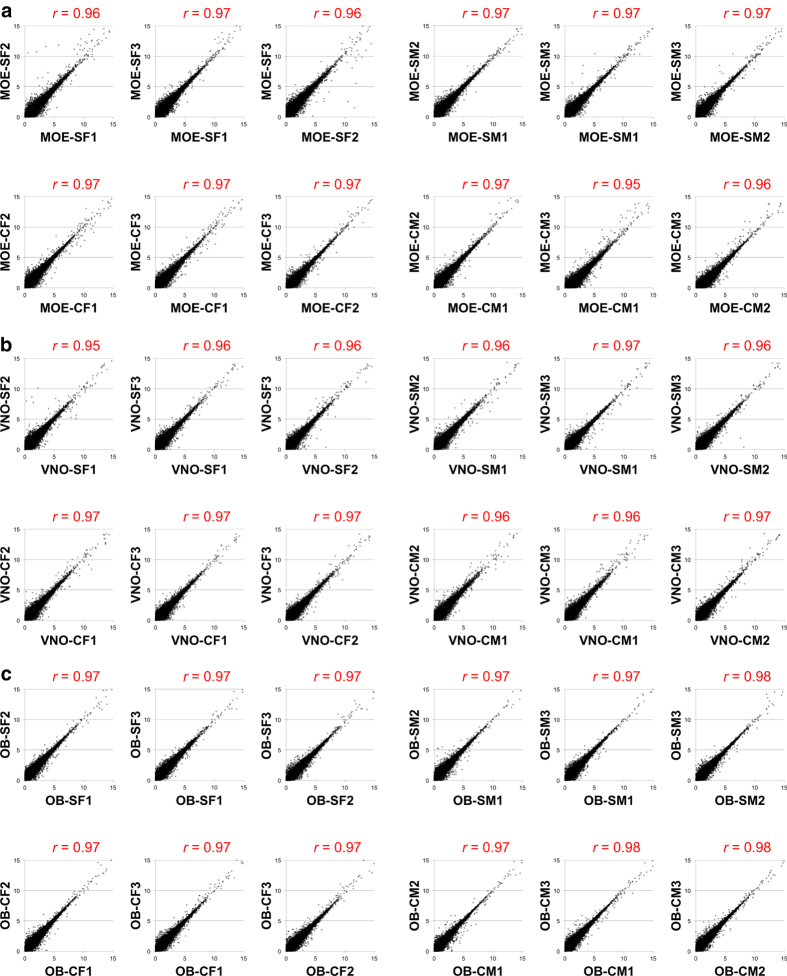
Analysis of the correlation of gene expression between biological replicates. Pairwise scatter plots of log2-transformed FPKM values and correlation coefficients for biological replicates of (**a**) MOE, (**b**) VNO, and (**c**) OB samples. Pearson correlation coefficients (*r*) for each comparison are indicated in red.

**Table 1:** RNA samples used for library preparation.

Sample ID	RIN	Description	Index	Index seq
MOE-SF1	8.7	MOE, 6m Female, sex separated	AR013	AGTCAA
MOE-SF2	8.1	MOE, 6m Female, sex separated	AR014	AGTTCC
MOE-SF3	8.7	MOE, 6m Female, sex separated	AR015	ATGTCA
MOE-SM1	8.6	MOE, 6m Male, sex separated	AR016	CCGTCC
MOE-SM2	8.4	MOE, 6m Male, sex separated	AR018	GTCCGC
MOE-SM3	8.3	MOE, 6m Male, sex separated	AR019	GTGAAA
MOE-CF1	8.4	MOE, 6m Female, sex combined	AR002	CGATGT
MOE-CF2	8.5	MOE, 6m Female, sex combined	AR004	TGACCA
MOE-CF3	8.4	MOE, 6m Female, sex combined	AR005	ACAGTG
MOE-CM1	8.4	MOE, 6m Male, sex combined	AR006	GCCAAT
MOE-CM2	8.4	MOE, 6m Male, sex combined	AR007	CAGATC
MOE-CM3	8.5	MOE, 6m Male, sex combined	AR012	CTTGTA
VNO-SF1	8.0	VNO, 6m Female, sex separated	AR013	AGTCAA
VNO-SF2	8.0	VNO, 6m Female, sex separated	AR014	AGTTCC
VNO-SF3	7.8	VNO, 6m Female, sex separated	AR015	ATGTCA
VNO-SM1	8.0	VNO, 6m Male, sex separated	AR016	CCGTCC
VNO-SM2	8.0	VNO, 6m Male, sex separated	AR018	GTCCGC
VNO-SM3	7.6	VNO, 6m Male, sex separated	AR019	GTGAAA
VNO-CF1	7.6	VNO, 6m Female, sex combined	AR002	CGATGT
VNO-CF2	7.6	VNO, 6m Female, sex combined	AR004	TGACCA
VNO-CF3	7.7	VNO, 6m Female, sex combined	AR005	ACAGTG
VNO-CM1	7.6	VNO, 6m Male, sex combined	AR006	GCCAAT
VNO-CM2	7.3	VNO, 6m Male, sex combined	AR007	CAGATC
VNO-CM3	7.7	VNO, 6m Male, sex combined	AR012	CTTGTA
OB-SF1	9.4	OB, 6m Female, sex separated	AR013	AGTCAA
OB-SF2	9.2	OB, 6m Female, sex separated	AR014	AGTTCC
OB-SF3	9.3	OB, 6m Female, sex separated	AR015	ATGTCA
OB-SM1	9.3	OB, 6m Male, sex separated	AR016	CCGTCC
OB-SM2	9.0	OB, 6m Male, sex separated	AR018	GTCCGC
OB-SM3	9.4	OB, 6m Male, sex separated	AR019	GTGAAA
OB-CF1	8.8	OB, 6m Female, sex combined	AR002	CGATGT
OB-CF2	9.3	OB, 6m Female, sex combined	AR004	TGACCA
OB-CF3	9.0	OB, 6m Female, sex combined	AR005	ACAGTG
OB-CM1	8.9	OB, 6m Male, sex combined	AR006	GCCAAT
OB-CM2	9.0	OB, 6m Male, sex combined	AR007	CAGATC
OB-CM3	9.3	OB, 6m Male, sex combined	AR012	CTTGTA

**Table 2:** Summary of sequencing and data and alignment statistics for each sample.

Sample ID	# input read pairs	% reads aligned	# aligned pairs	% pairs concordant	Mean insert size
MOE-SF1	17,936,897	95.4	16,756,408	89.5	174
MOE-SF2	20,343,882	95.3	19,026,235	89.5	200
MOE-SF3	19,317,876	94.3	17,828,012	87.9	180
MOE-SM1	19,292,464	90.1	16,870,239	82.9	165
MOE-SM2	17,946,239	91.6	15,997,782	84.9	166
MOE-SM3	19,684,675	92.7	17,823,615	86.7	162
MOE-CF1	15,957,907	89.8	13,790,262	82.6	164
MOE-CF2	18,146,858	93.2	16,468,092	87.2	175
MOE-CF3	18,285,912	91.2	16,091,283	83.5	171
MOE-CM1	19,360,628	95.2	18,011,836	89.5	169
MOE-CM2	17,344,326	94.7	16,073,852	89.5	175
MOE-CM3	23,414,279	77.6	16,583,279	63.6	150
VNO-SF1	19,454,769	81.2	14,691,640	65.2	156
VNO-SF2	23,880,934	88.6	20,326,802	78.2	169
VNO-SF3	23,632,351	88.8	20,223,703	79.2	166
VNO-SM1	21,999,191	85.1	17,899,156	75.0	171
VNO-SM2	16,463,769	92.5	14,846,906	85.4	177
VNO-SM3	22,234,190	90.3	19,368,457	80.6	177
VNO-CF1	20,872,570	86.6	17,298,741	76.1	167
VNO-CF2	23,265,141	94.3	21,523,031	88.5	180
VNO-CF3	20,514,901	92.5	18,528,145	85.8	165
VNO-CM1	28,682,728	87.0	23,754,542	73.0	173
VNO-CM2	22,664,866	90.8	20,026,105	83.7	169
VNO-CM3	23,963,570	90.5	20,964,674	81.4	174
OB-SF1	23,422,139	89.0	20,097,969	80.3	159
OB-SF2	20,718,443	91.1	18,381,492	84.4	164
OB-SF3	22,653,174	86.0	18,573,903	75.0	157
OB-SM1	12,631,476	86.7	10,569,714	79.0	157
OB-SM2	20,580,681	90.6	18,172,810	84.1	163
OB-SM3	22,306,877	90.4	19,600,592	83.3	162
OB-CF1	18,551,012	92.7	16,737,213	85.0	167
OB-CF2	20,766,305	92.1	18,645,696	85.3	169
OB-CF3	19,576,199	85.2	15,852,042	73.6	154
OB-CM1	21,978,571	89.3	19,014,325	81.7	160
OB-CM2	20,380,317	89.7	17,696,453	81.7	162
OB-CM3	21,601,326	91.2	19,198,089	84.9	159

How the deposited data were processed for this re-analysis (not part of the article)

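Gene expression was measured by RNA-seq in 36 libraries from MOE, VNO and OB of female and male mice that were housed sex-separated or sex-combined, with 3 libraries per group. Tissue, sex, housing and replicate of each library were taken from the paper's Table 1 and the sample labels, which matched apart from the number of mice per pool. The authors merged the reads of 2 lanes, aligned the pairs with TopHat2 and computed FPKM values with Cufflinks, and the deposited FPKM values are the unit used here, with the confidence limits that Cufflinks gave. Versions and options of these tools are not given in the text. The loci carry mm9 coordinates. The reference used here, GRCm38 with GENCODE M21, served only for gene names and for sequences of processed pseudogenes, and none of its coordinates are printed.

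Transcript loci were assigned to gene symbols by their RefSeq accession, for 99.7% of the entries, and summed by gene. For genes in which an entry was not marked as successful in at least 1 library, no values were used (6 genes in MOE, 2 in VNO and 2 in OB). FPKM was not rescaled in the reported results. Fragments behind each FPKM were estimated from the 95% confidence limits as the squared ratio of FPKM to its standard error, and the floor of a gene was set at 3 fragments. These estimates cover counting error only, and reads without molecular identifiers are not independent molecules.

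Female and male libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 0.5), in 1 fit per tissue over the 12 libraries and 4 groups, for genes with a mean FPKM of at least 0.5. The comparisons were females with males within each housing and the interaction of sex and housing; p-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and genes on X and Y were counted apart. Fold changes are on the log2(FPKM + 0.5) scale, which understates the change of low genes. The comparison of the 2 housings was added after the data had been seen. Receptor genes were also adjusted over their list alone, and the root mean square of their female-male differences was compared between housings by a one-sided exact permutation test over the 10 splits of 6 libraries under each housing. Marker genes were compared by two-sided permutation tests with 100000 resamples. Correlations, permutation tests and list tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Processed pseudogene transcripts were aligned to coding transcripts with minimap2 2.31, and a copy was counted at an identity of at least 90% over at least 50% of its length.

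The comparisons, their designs, the alternatives and the rule for naming genes were fixed before the data were examined. The rule took, per tissue and female-male comparison, the 3 genes outside X and Y with the smallest p among those past the threshold whose groups did not overlap, per interaction the 2 genes with the smallest p, the genes that the paper names, and Xist, Ddx3y and Omp. All other genes are named after their values were seen. The alternative settings were pseudocounts of 0.1 and 1, no filter, quantile or upper quartile scaling, library weights (arrayWeights), the percentage of concordant pairs as a covariate, the replicate number as a block, fits on only the 6 libraries compared, and each library left out in turn. For the correlation they were a pseudocount of 0.1, untransformed FPKM, loci above 0 in both libraries, loci of at least 1 in either, and Spearman's rho.

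In simulated data based on the MOE libraries, with 200 genes changed, the limma comparison recovered 64.5% of genes with a log2 change of 1 (13763 genes tested) and 97.0% with a log2 change of 2 (13752 genes tested), with 3.73% and 3.48% false calls and 0 calls in the unchanged comparison. The interaction test has less power and called 16 genes at a log2 change of 1 and 194 at a log2 change of 2. In simulated receptor lists of 600 genes, the root mean square test gave p under 0.05 in 6 of 100 unchanged sets and in 36 of 100 sets with a simulated change, with p-values of at most 0.1, because its p also depends on where the sex-combined split ranks. Lists of 30 genes drawn at random fell in the outer 5 percent of matched lists in 3.33% of 60 draws. A correlation simulated at 0.9 was recovered as 0.900.

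Marker gene lists of 12 cell types or tissues, written before the data were examined, were compared between libraries as the median log2 ratio of their genes to the median library. They cover olfactory and vomeronasal sensory neurons, bulb neurons, nasal and lacrimal glands, ciliated, erythroid, muscle, bone and cartilage, plasma and B cells, neutrophils, and female and male genes. A further 4 lists (cartilage, immediate early genes, bulb interneurons and plasma cells) were written after values had been seen. Matched lists were 10000 random lists of the same size drawn within 20 bins of mean expression. Reads, Cuffdiff calls and the qPCR measurements were not analysed here.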

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

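The tests of explanations in this part were chosen after the result each concerns had been seen. The counts of genes over other splits of the samples and the alternative settings were set beforehand. These settings include the percentage of concordant pairs as a covariate, fits on only the 6 libraries compared, and each library left out. Some tests were also revised after their first output, namely the expectation for zeros, the share of OB tissue and the gland genes without MOE-SF2. The same holds for the log2 changes given in place of adjusted p for Crisp1 and for Sel1l3, Vmn1r89 and Egr1 with concordance in the model.

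Counts of genes were set against other splits of the samples. In MOE, 1 of the 10 splits of the 6 sex-separated libraries, the real one, gave at least 7 genes outside X and Y between females and males, and 2 of the 10 splits of the sex-combined libraries gave at least 1. In VNO, 1 of the 10 splits gave at least 4 genes between SF and SM, and in OB 3 of the 10 splits gave at least 1 gene between CF and CM. With 3 libraries against 3, a share under 0.1 cannot be reached. For the interaction, 4 of 100 splits drawn in MOE gave at least 4 genes and 35 of 100 in OB gave at least 1, so that the single OB gene is within what other groupings give by count.

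Bbof1 (adjusted p = 1.71e-08), Mir682 (0.00318), Rbm14 (0.0106) and Scamp3 (0.0190) differed between SF and SM in MOE, and Bbof1 (1.67e-05), Rbm14 (0.00605), Mir682 (0.00605) and Oxsm (0.0232) differed between the housings in their female-male difference, all from limma. In OB, Mir6516 differed between CF and CM (5.14e-07) and in the interaction (0.000396). The paper does not report on these genes. Each is listed at exactly 0 in some libraries of the tissue, Bbof1 in the 3 SM and Mir6516 in the 3 CF libraries only. Mir682, Rbm14, Scamp3 and Oxsm are listed at 0 in the 3 SF libraries and in others, for totals of 4, 5, 8 and 7 of the 12 MOE libraries, with 1, 2, 3 and 3 of these zeros in CM libraries, which also enter the interaction. Over the alternative settings chosen beforehand, apart from leaving out single libraries, the adjusted p ranged from 6.85e-11 to 1.08e-05 for Bbof1, 9.45e-08 to 0.207 for Rbm14, 1.14e-07 to 0.134 for Mir682 and 0.000183 to 0.187 for Scamp3 between SF and SM, from 0.00534 to 0.251 for the interaction of Oxsm, 6.59e-08 to 0.00108 for that of Bbof1, 4.36e-08 to 0.209 for that of Rbm14, 0.000486 to 0.24997 for that of Mir682 and 8.76e-06 to 0.00716 for that of Mir6516, and from 1.00e-08 to 1.97e-05 for Mir6516 between CF and CM. Among 305 genes of this kind in the 3 tissues whose libraries above 0 have a median of at least 10 estimated fragments, 1242 values are 0, whereas counting error would give 0.000295, which argues against too few fragments for Bbof1, Rbm14, Scamp3 and Oxsm. Among the 267 with a median under 10, to which Mir682 and Mir6516 belong, 2172 values are 0 and counting error would give 2222. That estimate used a mean corrected for the missing zeros, which comes out near 0 for genes at their median of 1 fragment. The match is therefore partly built in, and taking the median of the values above 0 instead gave 971. Few fragments are neither shown nor excluded as the cause of the zeros of Mir682 and Mir6516. Of all such genes listed at 0 in some libraries, 87.8% in MOE, 86.2% in VNO and 87.2% in OB overlap another gene's locus. Of the other genes tested, 20.0%, 21.2% and 21.6% do. Cufflinks may have assigned the reads of overlapping genes to only 1 of them in some libraries. For Rbm14 the overlapping gene is Gm21992, which spans it. In OB Rbm14 has between 3.03 and 4.42 FPKM in all 12 libraries while Gm21992 is listed at 0 in 11, but in VNO both are above 0 in all 12. In MOE, where Rbm14 was called, the values of Gm21992 go both ways. Among the sex-combined libraries, Gm21992 was higher in the 2 CM libraries with Rbm14 at 0 (6.62 and 8.39 FPKM) than in the other CM library (3.82) and the CF libraries (5.04, 4.68 and 4.68). Among the sex-separated libraries, 2 of the 3 SF libraries, all with Rbm14 at 0, had less Gm21992 (8.26, 4.67 and 4.85) than all SM libraries (7.91, 7.47 and 6.87). A shift of reads from Rbm14 to Gm21992 is neither shown nor excluded by these values. Bbof1 was also listed at 0 in 2 VNO and all 12 OB libraries. Aldh6a1, which overlaps Bbof1, was highest in the 3 SM libraries in MOE (23.3 to 23.8 FPKM, against 11.9 to 22.5 in the others). In VNO the libraries with Bbof1 at 0, VNO-CF1 and VNO-CF3, had 15.1 and 12.3 of Aldh6a1, against 10.7 to 12.6 in the others. A shift of reads from Bbof1 to Aldh6a1 could give the MOE order but is not shown by these values. Why the zeros follow sex and housing in Bbof1 was not explained by these tests. A difference between the groups in the overlapping genes stays open.

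2310057J18Rik was lower in female than in male MOE, with a log2 change of -2.28 between SF and SM (adjusted p between 2.65e-06 and 0.00869 over the same alternative settings) and -2.63 between CF and CM (6.56e-06 to 0.00842), and all 6 female libraries lay below all 6 male libraries. The paper does not discuss this gene. In VNO the SM values (527 to 613 FPKM) also lay above the SF values (169 to 446) and the CM values (443 to 780) above the CF values (298 to 398), without passing the adjusted threshold. A larger amount of gland tissue in male libraries was tested, because the level of the gene is high in VNO and near 0 in OB. Of the 10 nasal and lacrimal gland genes tested in MOE, 0 were at least 1 (log2) higher in males under both housings, with changes from -0.95 to 0.84 between SF and SM and from -1.07 to 0.22 between CF and CM. The library MOE-SF2, however, is rich in gland transcripts. Without it 2 of the 10 genes were at least 1 higher in males under both housings, Mup4 (-1.27 and -1.06) and Mup5 (-3.01 and -1.07). Between SF and SM only, Bpifb9a (-3.44) and Odam (-1.53) were at least 1 higher in males, and Lcn4 (1.01) in females. More tissue of a particular gland in the male libraries is therefore not excluded, and neither is a difference between the sexes in the gland or cell type that expresses the gene.

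Crisp1 was higher in SF than in SM MOE, with a log2 change of 2.29 (adjusted p between 0.00105 and 0.0473 over the same alternative settings) in 3 of 3 libraries. The library MOE-SF2 holds other gland transcripts at a high level (Dnase1 at 110 FPKM, against 7.48 to 27.4 in the other 11 MOE libraries), so that gland tissue carried into this library was tested as the cause. Without it the log2 change was 2.14, which argues against that library as the whole cause. Between CF and CM the female values were also the higher ones on average, and the interaction had an adjusted p of 0.986 (log2 1.29). In simulated data with 200 genes changed by 1 (log2) the interaction test called 16, so that a difference between the housings is neither shown nor excluded.

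H2ac7, a histone gene with near-identical paralogs, had a log2 change of -1.77 between SF and SM in MOE (adjusted p = 0.0485 from limma, 0.00638 to 0.377 over the same alternative settings). It rested on 2 to 6 fragments per SF library and kept an adjusted p under 0.05 in 2 of 6 fits that each left out a library. No explanation was tested for it.

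In VNO, Sel1l3 (log2 change -0.64), Vmn1r89 (-0.78), Egr1 (-0.92) and Gad1 (-0.86) were lower in all 3 SF than in all 3 SM libraries. Over the same alternative settings, the adjusted p ranged from 0.000609 to 0.120 for Sel1l3, 0.0193 to 0.142 for Vmn1r89, 0.00579 to 0.330 for Egr1 and 0.0146 to 0.276 for Gad1. In the fit on only the 6 SF and SM libraries, which estimates the spread from fewer libraries, none of the 4 genes passed the threshold (adjusted p of 0.120, 0.0962, 0.330 and 0.276 from limma). With single libraries left out, Sel1l3 stayed under 0.05 in 5 of 6 fits and the other genes in 1 of 6 each. The SF libraries include VNO-SF1, with 65.2% concordant pairs. With the percentage of concordant pairs in the model, the log2 changes of Sel1l3, Vmn1r89 and Egr1 were -0.597, -0.821 and -0.996, with adjusted p-values of 0.0323, 0.0437 and 0.0395, which argues against that percentage as the whole cause for these genes, although the p-values lie near the threshold. For Gad1 the adjusted p was 0.0742, with a log2 change of -0.89, and an effect of the percentage cannot be told apart there because the model has 1 degree of freedom less and the change was not smaller. For Gad1, OB tissue carried into the male libraries was also tested. Gad1 reached 0.985% of its OB level in SM libraries, but among 6 other interneuron genes the lowest share, that of Slc32a1, was 0.0375%, which is the most OB tissue these libraries can hold, and this argues against OB tissue as the source (the median share was 0.152%, and only Dlx2, with a low level in OB, had more, 2.504%; the lowest share was chosen over the median and the highest after these values were seen, and the highest alone would not exclude OB tissue). For Egr1, a lower level of genes induced by activity or handling was tested with 12 such genes other than Egr1, of which 9 were tested in VNO. Their median log2 change between SF and SM was -0.41, lower than in all 10000 matched lists (median -0.08), and 9 of 9 were lower in SF. Between CF and CM the median was 0.14, with 0.25% of matched lists as high, and for the interaction it was -0.49, lower than in all matched lists, with 9 of 9 genes below 0. These genes are induced together, so that random lists understate the spread of their median. Over the splits of the libraries, 1 of 10, the real one, lay as far from 0 between SF and SM, and a share under 0.1 cannot be reached, so that a difference between the pools of the groups is not shown beyond chance for the list. In MOE (-0.23, 0.730% of matched lists as low) and OB (-0.25) the list was also lower in SF than in SM. This is consistent with a difference in activity or in handling before tissue collection between these groups; the design does not separate these, since the tissues of a group came from the same mice and SF and SM cages stood in separate rooms.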

How the results depend on the processing

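The tests here were set before the data were examined, except the 3 alternatives for gene counts and the 2 for correlations named as added below and the comparison of the 2 housings, which were chosen after seeing the data.

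Counts of genes outside X and Y called in limma were 7, 1 and 4 in MOE (SF with SM, CF with CM, and interaction), 4, 0 and 0 in VNO, and 0, 1 and 1 in OB, and between the housings 13, 0 and 1 in MOE, VNO and OB. With pseudocounts of 0.1 or 1 all 12 counts stayed within 1.5 times. Without the filter, they were 3 in MOE between SF and SM (all 3 among the 7) and 7 between housings, 1, 1 and 1 in VNO for CF with CM, interaction and housing, and 1, 2 and 0 in OB for SF with SM, CF with CM and housing. Quantile normalization gave 2 genes for the MOE interaction and 23 between housings, 1 (among the 4) and 2 in VNO for SF with SM and CF with CM, and 2 in OB for CF with CM. With the percentage of concordant pairs as a covariate, 4 genes were called in MOE between CF and CM and 1 in OB between SF and SM. Between SF and SM in MOE the count moved little in these 2 settings, but the genes changed. Quantile normalization called 9 genes, 3 of them among the 7, and the covariate called 7 genes, 4 of them among the 7. On only the 6 libraries compared, the counts for SF with SM and CF with CM were 14 and 2 in MOE, 2 and 5 in VNO, and 2 and 5 in OB; the 2 VNO genes shared 0 with the 4. This fit estimates the spread from fewer libraries. Elsewhere the cause of these changes was not tested.

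Estimated library weights (arrayWeights) gave 1711, 6 and 2332 genes in MOE and 45 between housings, 3 in VNO between CF and CM, and 1359, 649 and 400 in OB with 114 between housings. The weights reached 5.61 for MOE-SF1 and 6.18 for OB-SM3 and fell to 0.0503 for MOE-CM3, so that single libraries nearly set a group's value. Under other splits of the sex-combined MOE libraries the same weighting called up to 5308 genes (median 4104.5) and of the sex-separated OB libraries up to 4686, with 3 of 10 splits as large as the real one; in 7 and 4 of these splits the weights did not converge. Of the 10 splits of the sex-separated MOE libraries, in contrast, only the real one gave as many as 1711 genes (median 2). Whether the 1711 genes reflect a difference between the sexes or the weight given to single libraries is left open. Weights estimated gene by gene, an alternative added after seeing the data, gave 54, 6 and 843 in MOE with 31 between housings, 3 in VNO between CF and CM, and 26 and 3 in OB (CF with CM, and interaction) with 2 between housings.

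The replicate numbers did not pair the samples, since the correlation of same-numbered libraries' deviations from their group means averaged 0.0246, 0.0647 and 0.00373 in MOE, VNO and OB and was over 0.1 in 3, 7 and 2 of 18 pairs. With a replicate block, 12 and 2 genes were called in MOE (SF with SM, CF with CM), 2 in VNO between SF and SM, and 2 in OB between CF and CM; the other counts stayed within 1.5 times.

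Of the alternatives added after seeing the data, leaving out the genes listed at 0 in some libraries gave 24 (3 of them among the 7), 2 and 14 genes in MOE and 20 between housings, and 1, 2 and 0 in OB for SF with SM, CF with CM and housing; the 14 shared 0 with the 4, because those 4 are left out. The 24 genes include 6 Olfr genes and 5 small nucleolar RNAs. Genes with at least 5 estimated fragments in a library in place of the FPKM minimum gave 1, 1 and 1 in VNO for CF with CM, interaction and housing.

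Leaving out each library in turn gave 5 to 10 genes between SF and SM in MOE, 1 to 4 between CF and CM (4 without MOE-CM3), 1 to 11 for the interaction (1 without MOE-SF2, 11 without MOE-SF3) and 10 to 21 between housings (21 without MOE-SF1). In VNO it gave 0 to 4 (0 without VNO-SM1, 1 without VNO-SF3 or VNO-SM3), 0 to 2 (2 without VNO-CF1 or VNO-CF2), 0 to 3 (3 without VNO-CF2) and 0 to 6 (6 without VNO-CF2). In OB it gave 0 to 2 (2 without OB-SM1), 1 to 4 (4 without OB-CF2), 1 to 4 (4 without OB-SM1) and 1 to 3 (3 without OB-SM1). Of the single genes named, 8 results for genes not listed at 0 had 88 alternative fits, of which 19 passed the threshold no longer, and 20 of 48 fits that left out a library; for 10 results of genes listed at 0 these were 18 of 95 and 16 of 90. No direction reversed among them.

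The ratio of receptor differences between housings, 1.22 for Olfr genes in MOE, ranged from 0.893 to 1.44 with each library left out. It passed the threshold without MOE-SF1 (1.29, exact permutation p = 0.04), without MOE-SF2 (1.44, p = 0.02) and without MOE-CF2 (1.09, p = 0.04), and reversed without MOE-CM1 (0.988, p = 0.12) and without MOE-CM3 (0.893, p = 0.6). The ratio of 1.10 for vomeronasal receptor genes in VNO ranged from 0.968 to 1.24 and reversed without VNO-CF2 (0.968, exact permutation p = 0.51). A group of 2 libraries has a noisier mean, which by construction raises the root mean square on its side. Pseudocount, filter and quantile normalization kept both ratios above 1 and p at or above 0.05.

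Mean replicate correlations of 0.942, 0.940 and 0.946 (MOE, VNO, OB) became 0.905, 0.903 and 0.915 with a pseudocount of 0.1, 0.833, 0.885 and 0.884 on untransformed FPKM, 0.980, 0.977 and 0.984 over loci above 0 in both libraries, 0.868, 0.859 and 0.863 over loci of at least 1 in either, and 0.856, 0.861 and 0.869 with Spearman's rho. Of the added alternatives, log2(FPKM) without pseudocount over loci above 0 in both gave 0.967, 0.964 and 0.973, and summing to genes gave 0.981, 0.977 and 0.981. Leaving out a replicate number gave 0.941 to 0.943, 0.938 to 0.941 and 0.945 to 0.947.

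The marker differences kept their direction and the smallest possible permutation p under each pseudocount and with upper quartile scaling. With at least 1 FPKM counted as signal, 10 in place of 24 VNO and OB libraries had Cnga2. Counting any value above 0, Vmn1r51 appeared in 2 MOE and OB libraries and Uty in 4 female libraries, each below the level of 3 fragments.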

Differences from the paper's values

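The setting named here as reaching the paper's values and the sum to genes were chosen after seeing the values. The other alternatives were set before the data were examined.

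Over transcript loci, the mean Pearson correlation between replicates was 0.942 in MOE against the paper's 0.97, 0.940 in VNO against the paper's 0.96, and 0.946 in OB against the paper's 0.97. The paper, however, names FPKM values of genes. Summed to genes, the means were 0.981, 0.977 and 0.981, which lie above the paper's values, so that lower replicate similarity than reported is not shown. In MOE and OB, none of the alternatives set before the data were examined came within the SD between pairs, or within rounding, of the paper's value. These were a pseudocount of 0.1 (0.905 and 0.915), untransformed FPKM (0.833 and 0.884), loci above 0 in both libraries (0.980 and 0.984), loci with an FPKM of at least 1 in either library (0.868 and 0.863), Spearman's rho (0.856 and 0.869) and each replicate number left out. In VNO, untransformed FPKM (0.885) lay within the spread of the paper's 0.96 only because that spread was large (SD 0.0843), and the other alternatives set beforehand did not. With log2(FPKM) without a pseudocount over loci above 0 in both libraries, a setting chosen after seeing the values, the means were 0.967, 0.964 and 0.973, each within 0.005 of the paper's value, the rounding of a value given to 2 decimals. The legend of Fig. 5 names log2-transformed FPKM values and no pseudocount.

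The paper states from qPCR that Cnga2 was detected only in MOE libraries. In the FPKM values Cnga2 was also present in VNO, between 0.880 and 3.72 FPKM, and in OB, between 0.329 and 0.923 FPKM, with at least 18.9 estimated fragments in each of the 24 libraries. These levels lie far below the 131 to 259 FPKM of the MOE libraries. The text of the paper gives no detection limit for its qPCR, so that the 2 measures need not conflict.

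The lowest RIN that the paper's text gives for the MOE samples (8.3) is above the value of 8.1 that the paper's Table 1 lists for MOE-SF2.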

Other observations

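The tests in this part were chosen after the results had been seen, except the counts of other splits of the samples and the first marker lists, and the test of the sequencing indices was replaced more than once after earlier forms had been seen.

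Between the housings, 13 genes outside X and Y were called in MOE (444 at an unadjusted p under 0.05), 0 in VNO (1030) and 1 in OB (283), from limma. The unadjusted shares were 3.33%, 7.67% and 2.29% of genes. Of 100 splits drawn, 1, the real one, gave as many in MOE, 100 in VNO and 45 in OB. In VNO, 100 of 100 splits also gave at least 0 genes for the interaction, and 10 of 10 for CF with CM; in OB, 10 of 10 did for SF with SM. Of the 13 MOE genes, 6 have a processed pseudogene copy, against 7.86% of the genes outside X and Y, and 5 are listed at 0 in some libraries. Rpl35 was listed at 0 in the 3 CF libraries and 1 CM library. Reads that fit both a gene and its copies may have been placed differently in the libraries of the 2 housings. As a test on other genes, 3.03% of 99 genes with at least 5 copies lay more than 0.5 (log2) above the median gene in sex-separated MOE libraries, with the called genes left out, against 1.01% in the median matched list, and 6.10% of matched lists reached as much. Their median log2 difference was 0.18 against 0.13 in matched lists, which none of 10000 lists reached, but the same kind of list also stood apart in other comparisons (0.0300% of lists as high between SF and SM in VNO), so the explanation cannot be told apart from chance with these values. Sequencing indices differ between the housings in every tissue, with 0 indices used under both. VNO and OB carry the same indices, and of the 13 genes, 10 could be tested in VNO and 9 in OB. In these, 0 genes reached 0.5 times their MOE log2 change in the same direction, at most 23.0% of it in VNO and 38.8% in OB, and the upper 95% limit lay below that level for 10 and 8 genes. This argues against the indices as the cause for the genes tested, which leave out Rpl35, too low in VNO and OB. A batch of MOE libraries that follows housing, or an effect of housing itself, stays open.

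The library MOE-CM3 had an upper quartile of FPKM of 3.97, against 5.22 to 6.55 in the other 11 MOE libraries. Its 16583279 aligned pairs (the paper's Table 2) lie within the range of the others, 13790262 to 19026235. FPKM is already scaled to mapped fragments, so that fewer pairs would not by themselves lower it. This comparison therefore decides nothing about the cause. The library had 18.2 estimated fragments on listed transcripts per 100 aligned pairs, against 29.3 to 33.1 in the others, so that a larger share of its pairs is missing from the estimate. Pairs outside the listed transcripts cannot be told apart from pairs on listed transcripts without a value, since Cufflinks found too many fragments to quantify 4 transcripts in this library (2 others in MOE-SF2, 0 in the other MOE libraries). A transcript among these 4 also had too many fragments in some VNO and OB libraries. These had 23.0 to 29.4 estimated fragments per 100 aligned pairs in VNO, against 30.4 to 32.6 in the other VNO libraries. In OB they had 26.9 and 27.0, against 30.7 to 34.0 in the others. Lower shares thus went with such transcripts, but the number of pairs on them is not known.

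Bone and cartilage genes were highest in VNO-SF2 among the VNO libraries, with a median log2 ratio of 1.08. Col2a1 had 13.9 FPKM there and at most 1.82 in the other 11 libraries. A second list of 12 cartilage genes had a median log2 ratio of 1.63 in VNO-SF2 and at most 0.26 in the others, and all 12 genes were highest in this library, among them Matn1 (9.69 FPKM, at most 0.0898 in the others) and Cytl1 (110, at most 26.0). Of the 12 genes, 11 have a mean FPKM of at least 0.5 in VNO. This is consistent with cartilage carried along with the dissected tissue in 1 of the 3 SF replicates. In the same library Crisp1 had 34.6 FPKM, against at most 1.40 in the others.

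Jchain, a gene of antibody-secreting cells, was lower in the 3 SF libraries than in the other 9 libraries in VNO, with 2.88 to 6.73 against 14.8 to 41.9 FPKM, but its adjusted p between SF and SM was 0.117 (log2 change -2.24, limma). In MOE the SF values were 1.38 to 4.18, against 3.89 to 10.7 in the others. Fewer antibody-secreting cells were tested with a second list of 8 genes, of which 3 could be tested in VNO. Their median log2 change was -0.18, and all 3 were lower in SF. Of the matched lists, 8.56% were as low, so that with 3 genes such a difference in cells cannot be told apart from a change in Jchain alone. Pou2af1, below the FPKM minimum in part, had at most 0.191 in SF and at least 0.227 in the other VNO libraries.

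Of the marker gene lists written before the data were examined, the erythroid list ranged in median log2 ratio from -0.96 (MOE-SF1) to 0.47 (MOE-CM3) in MOE, -0.52 to 0.89 in VNO and -0.50 to 0.62 in OB, and the neutrophil list from -0.83 to 0.59, -0.67 to 0.77 and -0.60 to 1.39. The olfactory neuron list ranged from -0.66 (MOE-CM3) to 0.18 in MOE, -0.41 to 0.39 in VNO and -0.20 to 0.14 in OB, and the ciliated cell list from -0.74 (MOE-CM3) to 0.12, -0.39 to 0.33 and -0.15 to 0.05. The gland list ranged from -0.40 to 0.61, -0.41 to 0.29 and -0.04 to 0.57, the bone and cartilage list from -0.59 to 0.32 in MOE and -0.17 to 0.14 in OB, and in VNO its lowest value was -0.50. Muscle genes ranged from -0.24 to 0.45, -0.18 to 1.07 and -0.11 to 0.13, and plasma and B cell genes from -0.24 to 0.40, -0.43 to 0.39 and -0.05 to 0.09. The vomeronasal neuron list ranged from -0.27 to 0.20 in VNO, -0.12 to 0.06 in MOE and 0 to 0.19 in OB, where it is near 0 FPKM, and the bulb neuron list from -0.08 to 0.20 in OB, -0.22 to 0.15 in MOE and -0.08 to 0.05 in VNO. Female and male genes separated the sexes in all 36 libraries.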
